A study of Mus musculus with 18 samples. Its data were reported in "Divergent TIR signaling domains in TLR7 and TLR9 control opposing effects on systemic autoimmunity" (2025).

How the data were processed

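RNA was taken from splenic B cells of 5 to 7 week old MRL/lpr mice, purified by negative selection with beads, after 4 h in culture with or without a TLR agonist. Per the labels, mice of the Tlr7–/– arm were female and those of the Tlr779 arm male. The authors prepared stranded mRNA libraries, sequenced paired ends, aligned reads with STAR to the mouse genome build mm10 and counted them per gene with featureCounts. They applied quantile normalization and the voom transformation before limma.

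The deposited values were log2 CPM (counts scaled to a common library size), as the authors' normalization left them, with 1 file per sample and no counts. Each of the 18 files gave 3 decimals for the same 23420 gene symbols in the same order, with 0 repeated symbols and with 0 files identical to another. The design had been written for counts. Because the files held log2 values, voom, TMM normalization, count-based tests and expression filters that need counts could not be used, and limma (version 3.58.1, in R 4.3.3) was applied to the log2 values with a trend of the variance on the mean in their place. This replacement and the filter below were chosen after the unit, the receptor values and the correlations between libraries had been seen, and before any comparison of groups was fitted. The fold changes are differences of log2 CPM that already contain voom's offset of 0.5 counts, which understates the change of low genes, and no pseudocount was added. The most frequent low value was -5.05. For the library size that voom's formula gives for this value, 3 counts would be at -2.24 log2 CPM. This is an average over the libraries that were normalized together, so the depth of each library remains unknown and no counting intervals were computed.

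The values also carried a trace of a step that the methods do not state. Of 6614 genes below -4 in all 12 libraries of the Tlr7–/– arm, 6306 had a single value for all libraries of the same replicate number, and for 822 of these the value differed between the numbers while averaging to the common low value within 0.002. Ddx3y, for example, was at -5.024, -5.066 and -5.065 for replicate numbers 1, 2 and 3 in each of the 4 groups. An offset per replicate number and gene had therefore been removed from the deposited values. A test without a block that counts all residual degrees of freedom does not know of that removal.

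Genes were tested where at least 3 of the fitted libraries had a value over 0 log2 CPM. Each comparison of the Tlr7–/– arm used its 12 libraries in 1 model with a mean per group, and the CL097 response used the 6 Tlr779 libraries. P-values were moderated by limma and adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 0.5, the thresholds of the study's methods. The interaction was the CpG response in Tlr997 minus that in Tlr9het. Genes were named by a rule fixed in advance: in each comparison, the 5 called genes with the largest and the 5 with the smallest log2 fold change, with an average over 2 log2 CPM and with library values of the groups that did not overlap, besides the receptors, the sex-linked genes and the list genes. Not every gene that met this rule is named. For the interaction, the values compared were the differences between libraries with the same number. Gene coordinates came from the RefSeq annotation of GRCm38 (the assembly behind mm10), in which 21571 of the 23420 symbols matched directly and 23260 when older symbols were included.

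Gene lists were tested with limma's rankSumTestWithCorrelation, the function in the study's methods, with the correlation within the list estimated from the residuals. The 7 lists were interferon response, regulatory genes named from Tlr997, regulatory genes named from Tlr779, NF-κB targets, plasmablast, cell cycle, and genes raised over 2-fold by CL097 in Tlr779. The last was tested only in the Tlr7–/– arm. Of the interferon genes, 13 had been named by the study from these libraries. Marker lists of 9 cell types served as checks of purity: B cell, T cell, macrophage, neutrophil, erythroid, NK cell, plasmacytoid dendritic cell, marginal zone B cell and age-associated B cell.

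The replicate numbers were checked for pairing by the correlation, over 11494 genes, of deviations from the group means between samples with the same number. The protocol describes cells of 3 mice per genotype that were stimulated or left unstimulated, but it does not say that a number marks a mouse. For Tlr9het without and with CpG the correlations were 0.51, 0.29 and 0.51, and for Tlr779 without and with CL097 they were 0.20, 0.42 and 0.28. Those numbers were taken to pair the samples. For Tlr997 without and with CpG they were 0.37, 0.083 and 0.025. Over 41 markers of other cell types, a check chosen after the data were seen, the Tlr997 pairs correlated at 0.87, 0.75 and 0.024, against at most 0.19 between different numbers. Numbers 1 and 2 thus correlated as pairs would, while number 3, which holds the library that lay apart, was not decided. The block is not in the study's methods and was run as an alternative.

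The limma model was tested on simulated log2 values with the means and spread of 11494 genes, 200 of them changed, and with an offset per replicate number removed as in the deposited values. Without shared replicate effects, the model without a block recovered 85.0% of the changed genes with CpG, with 6.59% false calls, and 6.37% of unchanged genes had an unadjusted p under 0.05. In the interaction, 76.0% were recovered, with 8.98% false calls. When the numbers of each arm shared an effect, 77.5% and 66.0% were recovered, with 1.90% and 1.49% false calls. The list test was run on separate simulated values, which were independent among genes and had no offset removed. Of 200 random lists there, 1.0% had a list p under 0.05. This does not show how the test does for correlated lists, such as interferon with an estimated correlation of 0.61.

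The alternatives fixed before the data were examined were other filters, all 18 libraries in 1 model, only the compared groups, other fold change thresholds, a replicate block, each library left out, other list tests and other gene sets. Limma without the variance trend, array quality weights with and without the block, median centring and a filter at 2 log2 CPM were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.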

Results

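Transcript levels were measured by RNA sequencing in bead-purified splenic B cells of MRL/lpr mice, an autoimmune strain that carries the Fas lpr mutation and develops a lupus-like disease. The 18 libraries formed 6 groups of 3. In the first arm, all mice were Tlr7–/–, and cells labelled as carrying a single functional copy of Tlr9 (Tlr9+/– Tlr7–/–, called Tlr9het here) were compared with cells in which the signaling TIR domain of TLR9 had been replaced by that of TLR7 (Tlr997 Tlr7–/–, called Tlr997). Each genotype was left unstimulated or stimulated for 4 h with 10 µg/ml of the TLR9 agonist CpG oligonucleotide. In the second arm, cells labelled Tlr779 Tlr9–/–, whose TLR7 carries the TIR domain of TLR9, were left unstimulated or stimulated for 4 h with 5 µg/ml of the TLR7 agonist CL097. Libraries of a control genotype for the second arm were not analysed here, so that arm was compared only with its own unstimulated libraries. Each file listed 23420 genes as log2 CPM (counts scaled to a common library size) after quantile normalization, with no counts, and the depth of each library is therefore unknown. Summed over genes, CPM came to between 991992 and 1004412 per library. Replicates within a group correlated across genes with Pearson's r from 0.94 to 0.99 over 11676 genes, which are not independent replicates. The lowest values, 0.94 and 0.95, both involved replicate 3 of unstimulated Tlr997.

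The targeted receptors and the sex-linked genes were examined first, as a check of the labels. Tlr7 (chromosome X, 167303380 to 167330574, GRCm38) was at 6.88 ± 0.40 log2 CPM (SD, n = 3) in unstimulated cells labelled Tlr779 and at 3.15 ± 0.42 (SD, n = 3) in unstimulated Tlr9het cells, which lack a functional Tlr7. In unstimulated Tlr997 cells, also Tlr7–/–, it was at 4.96 ± 0.20 (SD, n = 3). Reads of the TLR7 TIR sequence in the Tlr997 allele can be counted as Tlr7, so this value does not separate the 2 loci. With CpG, Tlr7 was at 4.21 ± 0.09 in Tlr9het and 5.34 ± 0.02 in Tlr997 (SD, n = 3 each), and with CL097 it was at 7.38 ± 0.42 in Tlr779 (SD, n = 3). Tlr9 (chromosome 9, 106222598 to 106226876) was at 7.37 ± 0.10 in unstimulated Tlr9het and 7.04 ± 0.02 in unstimulated Tlr997, and at 8.01 ± 0.07 and 7.31 ± 0.21 with CpG (SD, n = 3 each). In the libraries labelled Tlr779 Tlr9–/–, Tlr9 was at 7.24 ± 0.08 without and 7.19 ± 0.27 with CL097 (SD, n = 3 each), a level that does not set them apart from the libraries with a functional Tlr9. The Tlr779 allele carries the TLR9 TIR sequence, and its reads can likewise be counted as Tlr9. Gene-level values cannot show which part of the locus was read, so they neither verify nor contradict the Tlr9–/– label of these libraries. The plot of Tlr7 and Tlr9 shows every library. Xist was between 8.46 and 9.99 log2 CPM in all 12 libraries of the first arm and between -3.36 and -1.83 in the 6 of the second. Ddx3y, on the Y chromosome, was at its lowest level of -5.05 ± 0.02 in each group of the first arm and at 7.44 ± 0.05 in Tlr779 cells with CL097 (SD, n = 3 each), and Kdm5d, Eif2s3y and Uty separated the arms in the same direction. The sample titles and the series design give the control of the first arm as Tlr9+/–, while the treatment protocol and the study's RNA methods write Tlr9–/– Tlr7–/–. The titles were followed, and the Tlr9 level does not settle the conflict, because it does not set libraries labelled Tlr9–/– apart. Every comparison of the genotypes depends on this label. CpG, a TLR9 agonist, changed 6650 genes in the Tlr9het libraries (below), which argues against a control without functional TLR9. The study's results text and figure legend for these cells also write Tlr9+/–. Arm, sex, genotype and stimulus thus changed together between the arms, and no comparison between them was tested.

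**Figure D1:**
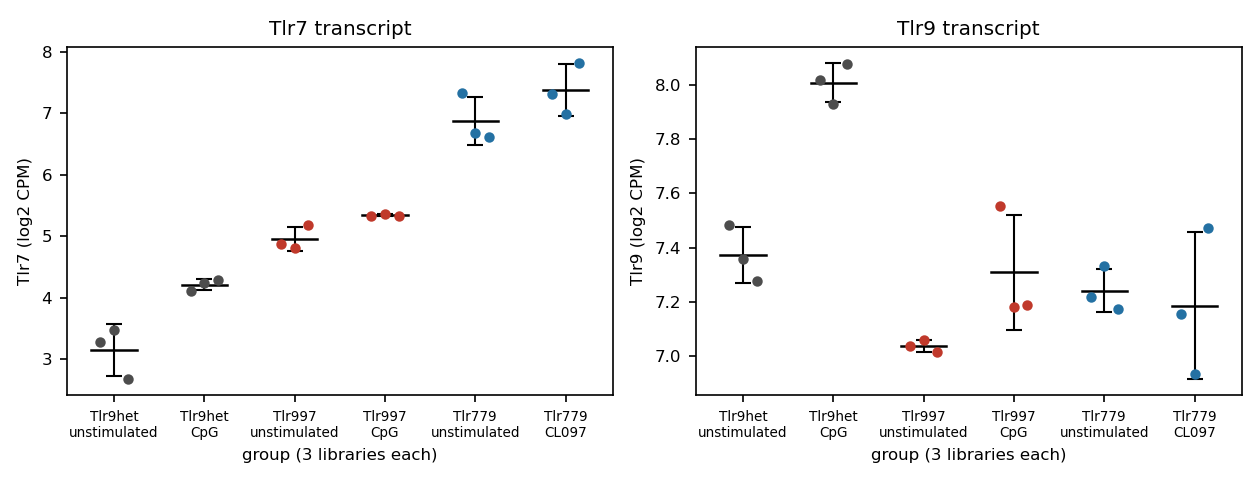
Tlr7 (left) and Tlr9 (right) transcript levels in log2 CPM by group; points are the 3 libraries of a group, and the black bars give the mean and SD. Tlr7 lies higher in the 3 Tlr997 libraries than in the 3 Tlr9het libraries, without CpG (lowest 4.81 against highest 3.48) and with it (lowest 5.33 against highest 4.28).

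To find the genes that CpG changed in each genotype, stimulated and unstimulated libraries were compared with limma at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, with all 12 libraries of the arm in 1 model. Of 11494 genes tested, 3409 were higher and 3241 lower with CpG in Tlr9het, and 3400 were higher and 2988 lower in Tlr997. Raising the fold change threshold to 1 was the alternative that moved these counts most, to 4060 and 3768 genes in total. Both genotypes shared 5654 of the called genes, and all of these changed in the same direction. Among genes selected by a rule set in advance, Il12b (chromosome 11, 44400063 to 44414677) rose from -0.30 ± 0.42 to 7.87 ± 0.14 log2 CPM in Tlr9het (SD, n = 3 each), a log2 fold change of 8.18 (SE 0.28, limma adjusted p 2.4e-11). In Tlr997 it rose from 1.11 ± 0.69 to 6.72 ± 0.08 (SD, n = 3 each), a log2 fold change of 5.61 (SE 0.28, limma adjusted p 8.9e-10). Genes with large increases also included Rhbdl3, 1110032F04Rik and Slc7a3 in Tlr9het, with log2 fold changes of 7.85, 6.53 and 5.71, and 1110032F04Rik, Krt222 and Slc7a3 in Tlr997, with 6.56, 5.35 and 5.25. Krt222 varied widely among the unstimulated Tlr997 libraries, at -1.16 ± 3.04 log2 CPM (SD, n = 3). Rapgef4 (chromosome 2, 71981215 to 72257474) fell from 7.57 ± 0.08 to 1.28 ± 0.43 in Tlr9het and from 7.48 ± 0.29 to 1.25 ± 0.50 in Tlr997 (SD, n = 3 each). The largest decreases also included Zfp831, Cacna1i, B3gnt8 and Xkrx in Tlr9het, with log2 fold changes between -5.57 and -5.05, and Zfp831, Cacna1i, Scml4 and Xkrx in Tlr997, between -5.86 and -5.26.

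Whether the genotypes differed before stimulation was tested in the unstimulated libraries. Out of 11494 genes, 2 were higher in Tlr997 and 0 lower, while 1237 had an unadjusted p under 0.05. Tlr7 was among the called genes, with a log2 fold change of 1.81 (SE 0.17, limma adjusted p 5.9e-04). A model of only the 6 unstimulated libraries called 0 genes, with 643 at an unadjusted p under 0.05.

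The question of whether the TIR domain changed the outcome of the same stimulus was addressed by comparing the CpG-stimulated libraries of the 2 genotypes. In Tlr997, 144 genes were higher and 169 lower than in Tlr9het, and 680 genes had an adjusted p under 0.05 at any fold change. Leaving out replicate 1 of Tlr9het with CpG lowered the total of 313 to 187 genes, and a model with array quality weights, chosen after the data were seen, raised it to 485, of which 295 were among the 313. Ccl22 (chromosome 8, 94745684 to 94751388) was at 5.96 ± 0.30 log2 CPM in Tlr997 and 4.45 ± 0.09 in Tlr9het (SD, n = 3 each), with a log2 fold change of 1.51 (SE 0.16, limma adjusted p 1.7e-04). Socs3 (chromosome 11, 117966079 to 117970336) was lower in Tlr997, at 7.69 ± 0.41 against 9.14 ± 0.12 (SD, n = 3 each), with a log2 fold change of -1.45 (SE 0.22, limma adjusted p 0.0024). The other genes highest in Tlr997 were Cxcr7, 4931429I11Rik, 9930111J21Rik1 and Pde4a, with log2 fold changes of 1.93, 1.47, 1.40 and 1.27, and the others lowest were Rhbdl3, St6galnac3, Snx29 and Smagp, with -1.64, -1.53, -1.42 and -1.36. The call of 4931429I11Rik was lost when replicate 1 or replicate 3 of Tlr997 with CpG or replicate 1 of Tlr9het with CpG was left out, with log2 fold changes of 1.24, 1.32 and 1.12. Tlr9 itself was lower in Tlr997 with CpG, with a log2 fold change of -0.70 (SE 0.09, limma adjusted p 7.8e-04).

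A difference between the groups with CpG does not by itself show that the responses differed, so the difference of the 2 CpG responses was tested as an interaction. The response was greater in Tlr997, or the decrease smaller, for 79 genes, and lower for 98. Leaving out replicate 3 of unstimulated Tlr997 raised the total of 177 to 295 genes, while leaving out replicate 1 of unstimulated Tlr9het lowered it to 87. With the replicate number as a block within each genotype, 328 genes were called, including 176 of the 177; the numbers pair the Tlr9het libraries, and for Tlr997 the pairing is open. Ccl22 rose by 3.83 in Tlr997 and by 2.25 in Tlr9het, a difference of 1.58 (SE 0.22, limma adjusted p 0.0034). The largest differences in that direction also included 9930111J21Rik1, Ms4a6c, Sfxn2 and Nid1, at 1.84, 1.53, 1.28 and 1.24. The calls of Sfxn2 and Nid1 were lost when single libraries were left out, for example replicate 1 of unstimulated Tlr9het, without which their differences were 1.16 and 1.18. Ms4a6c belongs to a family of neighboring, similar genes, and how the authors' counting divided reads among them is not known. Il12b rose less in Tlr997 than in Tlr9het, with a difference of -2.56 (SE 0.40, limma adjusted p 0.0055). Part of this difference lay in its low unstimulated levels, at -0.30 log2 CPM in Tlr9het and 1.11 in Tlr997. The differences of Rhbdl3, Smagp and Lag3 were -2.71, -1.66 and -1.66. Rhbdl3 too was low without CpG, at -0.69 log2 CPM in Tlr9het and 0.39 in Tlr997. The plot of both responses shows these genes against all others.

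**Figure D2:**
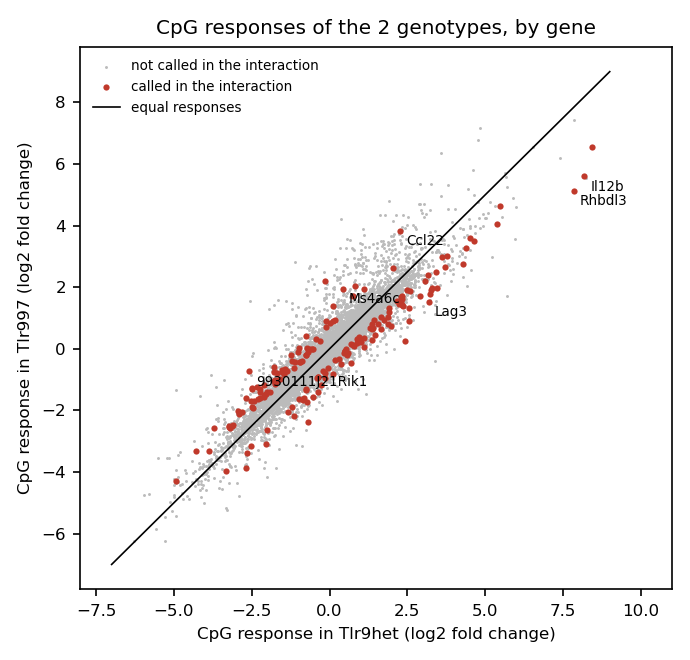
CpG response in Tlr997 (vertical axis) against the CpG response in Tlr9het (horizontal axis), both as log2 fold changes, for 11494 genes; red points are the 177 genes whose responses differed in the limma interaction test, and the line marks equal responses. Most genes lie along the line, and Il12b and Rhbdl3 lie below it.

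To ask whether Tlr997 cells responded more weakly over all genes, the response in Tlr997 was regressed on that in Tlr9het with a geometric mean slope. Over the 5115 tested genes that CL097 changed in the separate Tlr779 libraries, the slope was 0.95 with a Pearson's r of 0.97 across genes, and it lay between 0.93 and 0.98 when each of the 12 libraries was left out in turn. The jackknife standard error over libraries was 0.038, so the slope lay less than 2 standard errors below 1. All 11494 tested genes gave 0.97, with an r of 0.93.

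Lists of genes fixed in advance were then tested with limma's rank test that allows for the correlation among list genes (rankSumTestWithCorrelation, two-sided), with Benjamini-Hochberg adjustment over 41 tests of 7 lists in 6 comparisons. The 11 regulatory genes that the study named from these same Tlr997 and Tlr9het libraries were lower in Tlr997 with CpG, with a median log2 fold change of -0.76, and 11 of 11 genes moved in that direction (p 0.0030, adjusted p 0.025). Of these genes, 8 were called lower among all genes tested and 11 when adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The difference of the CpG responses had a median of -0.95 over this list (p 0.0048, adjusted p 0.033), with 5 genes called lower over all genes and 7 when adjusted over the list alone. Leaving out replicate 1 of Tlr997 with CpG moved the first adjusted p to 0.054, and leaving out replicate 2 of Tlr997 with CpG moved the second to 0.065. Some calls of single list genes were also lost when 1 library was left out. With CpG, that of Socs1 was lost without replicate 1 (-0.75) or 3 (-0.77) of Tlr997 with CpG, and without any single replicate of Tlr9het with CpG. That of Itgb3 was lost without replicate 1 of Tlr997 with CpG (-0.59), or without replicate 2 or 3 of Tlr9het with CpG. That of Bcl6 was lost without replicate 2 (-0.48) or 3 (-0.49) of Tlr997 with CpG. For the difference of responses, the calls of Socs1 (-0.97) and Runx1 (-0.65) were lost without replicate 1 of unstimulated Tlr9het, among other libraries. With the replicate block, the adjusted p was 0.088 for the difference with CpG, where the pairing between genotypes is open, and 0.086 for the difference of responses. Over the alternatives tried, the adjusted p ranged from 6.1e-14 to 0.090 for the difference with CpG and from 1.2e-10 to 0.090 for the difference of responses. Averaged over the list, Tlr9het rose from 4.59 ± 0.11 to 5.31 ± 0.04 log2 CPM with CpG, while Tlr997 went from 4.59 ± 0.13 to 4.47 ± 0.04 (SD, n = 3 each). The median response to CpG over the list was 1.15 in Tlr9het, with 8 of 11 genes higher. In Tlr997 the median was 0.45, with 7 of 11 genes higher, 4 called higher and 3 called lower. Most of these genes thus still rose in Tlr997, although their mean did not.

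The 47 tested genes of an interferon-response list were higher in Tlr997 than in Tlr9het with CpG, with a median log2 fold change of 0.57 and 46 genes in that direction, and 17 were called higher and 0 lower. Adjusted over the list alone, 25 were called higher and 0 lower. The list test did not pass its threshold (p 0.11, adjusted p 0.28). It allowed for an estimated correlation of 0.61 among the list's genes. With a preset correlation of 0.01 (camera) the adjusted p was 1.8e-20, and with the self-contained test fry it was 0.017, while the highest value among the alternatives, with all 18 libraries in 1 model, was 0.44. For the interaction, the interferon list passed only with camera, and the regulatory list passed under all 3 tests. Without the 13 genes that the study had named from these libraries, the interferon list's median was 0.48 over 34 genes (p 0.13, adjusted p 0.34). The mean over the list was 6.15 ± 0.04 log2 CPM in Tlr9het and 6.73 ± 0.20 in Tlr997 with CpG (SD, n = 3 each), with no overlap between libraries, and 6.43 ± 0.40 and 6.44 ± 0.20 without (SD, n = 3 each). Its median response to CpG was -0.17 in Tlr9het and 0.33 in Tlr997. The Tlr9het pairs did not all move the same way. The list mean fell from 6.66 to 6.15 log2 CPM for number 1 and from 6.66 to 6.11 for number 2. For number 3 it rose from 5.97 to 6.20. The median of the difference of responses was 0.53 (p 0.14, adjusted p 0.34), with 5 genes called higher over all genes and 15 when adjusted over the list alone.

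**Figure D3:**
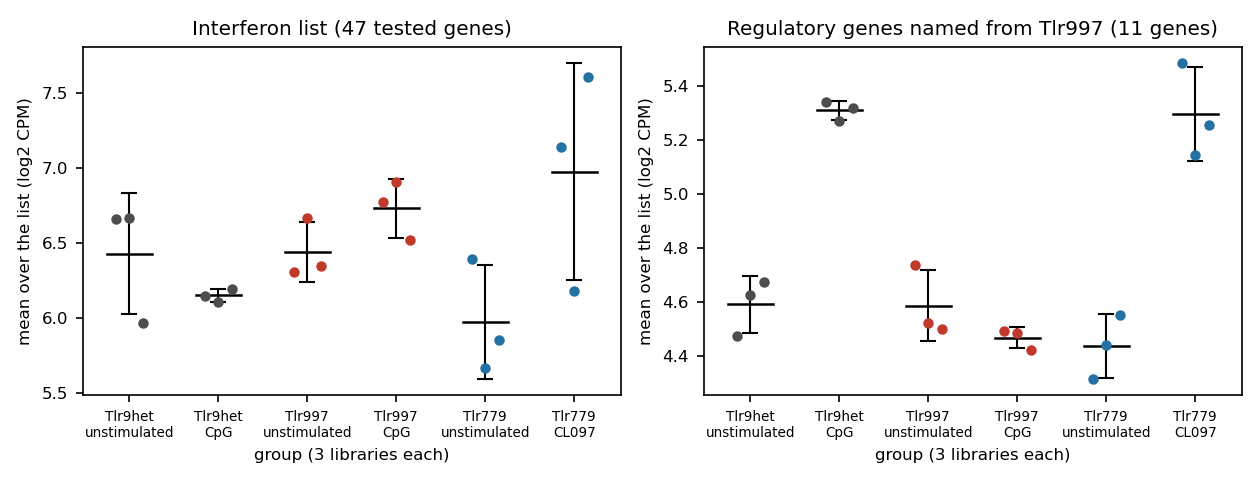
Mean log2 CPM over the interferon list (left, 47 tested genes) and over the 11 regulatory genes named by the study from Tlr997 (right) by group; points are the 3 libraries of a group, and the black bars give the mean and SD. With CpG, the Tlr997 libraries lie above the Tlr9het libraries for the interferon list and below them for the regulatory genes.

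Among the other lists, 22 targets of NF-κB rose with CpG in Tlr9het (median log2 fold change 1.64, adjusted p 0.019) and in Tlr997 (1.49, adjusted p 0.019). With the replicate number as a block, which pairs the Tlr9het libraries, the adjusted p in Tlr9het was 0.086, and it was also 0.086 in Tlr997, where the pairing is open. They were lower in Tlr997 than in Tlr9het with CpG by a median of -0.18 (p 0.017, adjusted p 0.077), a difference that did not pass the threshold, and 3 of them, Tnfaip3, Tnf and Ccl4, were called lower over all genes and 3 when adjusted over the list alone. The 12 regulatory genes that the study named from a comparison including the Tlr779 libraries fell with CpG in Tlr9het (median -3.20) and Tlr997 (median -3.08) and with CL097 in Tlr779 (median -1.88), with 12 of 12 genes called lower in each, although the list tests had adjusted p-values of 0.057, 0.057 and 0.10. With CpG, this list did not pass the test between Tlr997 and Tlr9het (median 0.02, adjusted p 0.88, 1 gene called higher over all genes and 1 when adjusted over the list alone). The 1235 tested genes raised over 2-fold by CL097 in Tlr779 rose with CpG in Tlr9het (median 1.74) and Tlr997 (median 1.60), each with an adjusted p of 0.010. They were lower in Tlr997 than in Tlr9het with CpG by a median of -0.09 (adjusted p 0.24). Plasmablast genes (13 tested) and cell-cycle genes (22 tested) did not pass the rank test between the genotypes with CpG, with medians of -0.16 (adjusted p 0.37) and 0.07 (adjusted p 0.86), although plasmablast genes passed with camera (0.044) and fry (0.019). Before stimulation, no list passed the rank test between the genotypes, and the lowest adjusted p was 0.40, for the genes raised by CL097. With camera these genes passed (4.6e-04), with a median of 0.04 and 751 of 1235 higher in Tlr997, and with fry they did not (0.22).

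The response to a TLR7 agonist through the TLR9 TIR domain was tested in the 6 libraries labelled Tlr779. With CL097, 2521 of 11082 tested genes were higher and 2614 lower. Il12b rose to 7.42 ± 0.65 from -3.17 ± 1.63 (SD, n = 3 each). The log2 fold change of 10.59 for Il12b depends on how the authors' values treat near-absent transcripts. Socs3 (SE 0.23) and Il6 (chromosome 5, 30013114 to 30019975; SE 0.36) rose by 5.28 and 6.66, and Tnfsf15 rose by 6.11. The largest decreases were those of Xkrx, Ppl, Ceacam2, Pde4a and Rgs14, with log2 fold changes between -3.97 and -3.61. NF-κB targets rose by a median of 1.40 (18 of 22 called higher, adjusted p 0.10) and interferon genes by a median of 1.06 (27 of 47 called higher, adjusted p 0.73). The interferon list mean spread from 6.18 to 7.61 log2 CPM among the 3 CL097 libraries.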

Values the study reported

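The study reported 450 differentially expressed genes between Tlr997 and Tlr9+/– B cells after CpG stimulation, and over 3,000 genes in each direction in response to CpG in each genotype. For the Tlr779 arm it reported around 3,000 genes in each direction in response to CL097.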

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

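The tests of the offset per replicate number, of other cell types, of passenger DNA and of the called genes by their CL097 direction were chosen only after the result was seen, and the others in this part were set before. The difference of the CpG responses between Tlr997 and Tlr9het passed the interaction test for 177 genes, and it is listed here because the groups' responses differed by a test of the difference itself. The named genes with a greater rise in Tlr997 were Ccl22 (1.58), Ms4a6c (1.53), Sfxn2 (1.28) and Nid1 (1.24). Those with a lower rise were Rhbdl3 (-2.71), Il12b (-2.56), Smagp (-1.66) and Lag3 (-1.66). Part of the differences of Il12b and Rhbdl3 lay in low unstimulated levels. Il12b was at -0.30 log2 CPM in Tlr9het and 1.11 in Tlr997 without CpG, and at 7.87 and 6.72 with it. Rhbdl3 was at -0.69 and 0.39 without CpG, and at 7.16 and 5.52 with it. The named gene 9930111J21Rik1 (1.84) had a smaller decrease in Tlr997, from 5.37 to 4.64 log2 CPM on average, against 5.81 to 3.24 in Tlr9het. The regulatory genes that the study named from Tlr997 had a median difference of -0.95.

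Of the 10 ways to split the 6 number-matched pairs of libraries into groups of 3, only the real split, 1 of 10, gave as many genes, and the largest count among the others was 0. Groups of 3 cannot give a share under 0.1, so the splits do not exclude chance. For the lists, the number of the 10 splits with as small a p-value was 1 for the regulatory genes named from Tlr997, 5 for those named from Tlr779, 3 for interferon, 1 for NF-κB targets, 1 for plasmablast, 8 for cell cycle and 1 for the genes raised by CL097.

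Several technical explanations were tested on the 313 genes that differed with CpG. After a trend of the values on transcript GC content was removed, 281 of the 313 were still called, and after a trend on transcript length 294 were, while for the interaction 154 and 134 of the 177 were. A model with the replicate number as a block, which absorbs the offset that the authors had removed, called 300 of the 313. These values argue against each of these trends, or the offset, as the whole cause. Other cell types in the preparations would bring the transcripts that they carry before stimulation too. The 313 genes had a median difference of 0.70 with CpG in the direction of their call, but of -0.0080 without CpG, and 146 of them moved in that direction there, which argues against transcripts of other cells that are there without CpG. A response of other cells to CpG would not show without it and cannot be told apart: of the marker lists of 6 other cell types, 1 did not overlap between the genotypes with CpG, that of plasmacytoid dendritic cells, lower in Tlr997, and few cells with a large response move their markers little. Passenger DNA around Tlr9 is argued against by the share of tested genes within 10 Mb of Tlr9 that were called, 1.29% (2 of 155) against 2.74% elsewhere (two-sided Fisher's exact p 0.449).

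A weaker CpG response over all genes in Tlr997 remains open. In the interaction, genes that CL097 raised in Tlr779 had a median of -0.10 (2510 genes) and those it lowered a median of 0.10 (2605 genes), a separation of 0.20, which 1 of 10 splits reached. It ranged from 0.15 to 0.23 when each library was left out. The separation was 0.13 with CpG and -0.063 without, so part of it came from the unstimulated libraries. The slope was under 1 with each of the 12 libraries left out, although within 2 jackknife standard errors of 1. A small weakening may therefore be part of the pattern. For the 177 genes the slope gives a median absolute difference of 0.09, against 0.77 observed. These genes were called for a difference over the fold change threshold, so their median exceeds that threshold whatever the cause. The medians therefore do not limit the share of a weaker response. Of the 177 genes, 141 had the sign that the slope gives, but the Tlr9het response enters both the predicted and the observed difference. Judged by the CL097 response, which comes from other libraries, most of the called genes went the way that a weaker response gives: of those that CL097 raised, 59 were lower and 7 higher in the interaction, and of those that it lowered, 42 were higher and 17 lower. More marginal zone B cells in a genotype cannot be told apart from the other explanations: the median difference of the 6 marginal zone markers was 0.0042 without CpG, with 4 higher and 2 lower, and with CpG the marker mean was higher in Tlr997, at 4.22 ± 0.18 against 3.88 ± 0.06 log2 CPM (SD, n = 3 each, no overlap, which chance gives in 10% of cases). Other B cell markers did not overlap with CpG either, although they overlapped without it. The mean of the B cell markers was higher in Tlr997, at 8.62 ± 0.20 against 8.10 ± 0.03 log2 CPM. That of the age-associated B cell markers was lower, at 5.09 ± 0.10 against 5.26 ± 0.05 (SD, n = 3 each). The TIR domain, the biological difference in the design, stays among the open explanations, as do the lower Tlr9 transcript level in Tlr997 and the number of functional Tlr9 copies, none of which these libraries separate. By intracellular staining of B cells from male mice, the paper reported equal amounts of TLR9 protein in both genotypes. Transcript levels do not measure that protein.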

How the results depend on the processing

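The alternatives without the variance trend, with array quality weights with or without the replicate block, with median centring and with the filter at 2 log2 CPM were chosen after seeing the data, and the results of several had been seen before they were listed; the others were set before the data were examined. TMM normalization, the edgeR and DESeq2 tests and the count-based filter were not run, since the files hold log2 CPM and no counts, and the depth of single libraries, which limits what can be said of genes near the lowest values, is unknown. Unless stated, the cause of a change was not tested.

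For counts of called genes, a threshold of 1 on the absolute log2 fold change, a stricter criterion by construction, gave 4060 for the CpG response in Tlr9het, 3768 in Tlr997, 74 for Tlr997 against Tlr9het with CpG, 46 for the interaction and 2582 for the CL097 response. No fold change threshold gave 680 with CpG. With only the 6 unstimulated libraries, 0 genes differed (643 at an unadjusted p under 0.05). Array quality weights gave 485 with CpG and 377 for the interaction, and weights with the replicate block gave 561 and 529. A model without the variance trend gave 98 for the interaction.

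The replicate numbers paired the Tlr9het libraries and the Tlr779 libraries, where the block gave 6755 genes, including 6623 of the 6650, and 5384 genes, including 5118 of the 5135. Among the list tests of these 2 responses it changed no other call than that of the NF-κB targets in the Tlr9het response (0.086). For Tlr997 the pairing was left open. There the block, set within each genotype, gave 6506 genes for the Tlr997 response, with 0.086 for NF-κB targets, and 328 for the interaction, including 176 of the 177. Between the genotypes, same-numbered libraries had correlations of deviations of 0.32, -0.038 and 0.11 with CpG and 0.19, -0.091 and -0.11 without. Removal of an offset per number from the deposited values lowers such correlations, so they do not show whether a number was shared as a batch, and the block gave 335 genes with CpG and 2 unstimulated. The regulatory list named from Tlr997 was at 0.088 with CpG and 0.086 for the interaction with the block, and at 0.090 in both with weights and the block.

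With camera, the adjusted p of the interferon list was 1.8e-20 with CpG and 6.1e-14 for the interaction. For NF-κB targets it was 3.9e-04 in both, for plasmablast 0.044 and 0.015, and for the genes raised by CL097 9.1e-06 and 3.1e-08. In unstimulated cells, camera put the genes raised by CL097 at 4.6e-04, higher in Tlr997, where the other alternatives gave 0.12 to 0.83. With fry, interferon was at 0.017 with CpG, NF-κB targets at 9.7e-04 with CpG and 0.0014 for the interaction, plasmablast at 0.019 and 0.023, and the genes raised by CL097 at 0.039 and 0.028. The direction turned with camera for the Tlr997 regulatory list in unstimulated cells (0.98), with fry for the Tlr997 regulatory list in the Tlr997 response (8.3e-04) and for plasmablast in the Tlr9het response (0.36) and the CL097 response (0.88), and with weights and the block for interferon (0.87) and the Tlr997 regulatory list (0.96) in unstimulated cells.

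Fits that each left out 1 library gave 2 to 4 genes for the unstimulated comparison and 187 (without Tlr9het CpG replicate 1) to 249 with CpG. For the interaction they gave 87 (without Tlr9het unstimulated replicate 1) to 295 (without Tlr997 unstimulated replicate 3). The responses kept counts of 6416 to 6521 in Tlr9het, 6178 to 6473 in Tlr997 and 4700 to 5088 with CL097. Fewer libraries give less power by construction. The adjusted p of the Tlr997 regulatory list ranged from 0.032 to 0.054 with CpG and from 0.017 to 0.065 for the interaction. Directions turned in some of these fits for lists without a difference, whose adjusted p ranged from 0.58 to 0.98 for the Tlr779 regulatory list with CpG, 0.64 to 0.98 for cell cycle with CpG, 0.60 to 0.99 for cell cycle in the interaction, 0.29 to 0.93 for cell cycle unstimulated, 0.33 to 0.90 for interferon unstimulated and 0.58 to 0.95 for the Tlr997 regulatory list unstimulated. The change of Tlr9 with CL097 ranged from -0.20 to 0.071. Among results for single genes, and for lists other than in the genotype comparison with CpG and the interaction, 934 of the values under other settings stayed on their side of the threshold with their direction, 31 became stronger and 22 weaker. When 1 library was left out, 861 stayed, 8 became stronger and 48 weaker.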

Other observations

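The tests of the group of genes on chromosome 19, the receptor reads, the outlying library, the Tlr779 regulatory list and the interferon list against a weaker response were chosen only after the result was seen; that of plasmacytoid dendritic cells and the splits of the samples were set before.

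For the CpG response in Tlr9het, 1 of the 10 splits of the 6 libraries gave as many called genes, and the same number, 1 of 10, held for Tlr997, for both comparisons of the genotypes and for the CL097 response. In the order interferon, regulatory genes named from Tlr997, those named from Tlr779, NF-κB targets, plasmablast, cell cycle and genes raised by CL097, the splits with as small a list p-value numbered 8, 5, 1, 1, 10, 6 and 1 for the CpG response in Tlr9het. They numbered 9, 9, 1, 1, 5, 7 and 1 for that in Tlr997, 10, 10, 4, 2, 3, 7 and 4 for the unstimulated genotypes, and 2, 1, 10, 1, 4, 8 and 1 for the genotypes with CpG. For the CL097 response they numbered 5, 4, 1, 1, 6 and 4 for the first 6 lists. With 10 splits the share cannot fall under 0.1.

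Interferon list genes were higher in Tlr997 with CpG. A weaker CpG response over all genes would place the list genes that rose with CpG in Tlr9het lower in Tlr997. These 19 genes had a median difference of 0.42 with CpG, with 18 higher, and it stayed between 0.28 and 0.55 when each of the 6 libraries was left out. Their mean was 6.29 ± 0.29 log2 CPM in Tlr997 and 5.81 ± 0.05 in Tlr9het (SD, n = 3 each, no overlap, which chance gives in 10% of cases), which argues against a weaker response for these genes. The 28 list genes that fell in Tlr9het had a median difference of 0.63, with 28 higher, which is the direction that a weaker response gives but not its size. The slope of 5088 other genes, at 2 jackknife standard errors under its value (0.870), gives a median of 0.09 for them. Against each Tlr9het library in turn, with genes chosen by their decrease in the other pairs, the medians were 0.61, 0.69 and 0.62, where that slope gives at most 0.11. These values argue against a weaker response over all genes as the whole cause for these genes too. Of the 28 genes, 13 rose with CpG in Tlr997, 2 of them called. The 27 list genes that CL097 raised, chosen in other libraries, had a median of 0.57, with 26 higher, where the slope of 0.870 gives -0.03. Plasmacytoid dendritic cells as a source cannot be told apart. The mean of their 5 markers with CpG differed by -0.74, but only 2 of them were over 0 log2 CPM in every unstimulated library, and the 3 tested markers had a median of -0.09 with 1 higher. The most abundant of these markers was Pacsin1, at 5.45 log2 CPM on average. In the list, 13 genes had been named by the study from these libraries, 22 were among the genes that CL097 raised over 2-fold, and 47 were over 0 log2 CPM in every unstimulated library. A difference in signaling through the TIR domain may underlie the pattern, as a hypothesis that the list test did not pass.

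The regulatory genes named from Tlr779 were tested for the idea that the TLR9 TIR domain raises them in both receptors, which would place them lower in Tlr997. Their median was 0.02 with CpG, with 6 of 12 higher, so no value decides and the idea cannot be told apart from its absence.

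Tlr7 was higher in each Tlr997 library than in each Tlr9het library in both states. The excess in CPM was 16.9% of the Tlr9 level without CpG and 13.8% with CpG, a ratio of 1.22 between the states. This is consistent with reads of the TLR7 TIR sequence of the Tlr997 allele having been counted as Tlr7, and sequence reads were not available to test it directly.

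Of the genes that were higher in Tlr997 with CpG, 8 lay between 10577157 and 12589769 on chromosome 19, where 24 of 30 tested genes were higher. Of 1000 shuffles of the calls over the tested genes, 7.6% gave as large a group within 3 Mb, so chance position remains open. Reads shared between Ms4a paralogs are argued against as the whole cause by 4 genes of other names, Cybasc3, Gm8369, Mpeg1 and Fam111a. A haplotype difference acting in both states is argued against by a median of -0.032 without CpG over the 8 genes. No biological explanation of the position was tested.

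Replicate 3 of unstimulated Tlr997 lay apart from the other libraries. Its deviations from its group exceeded those of libraries of the other groups 2.30 times in genes of low, 1.95 times in genes of middle and 1.66 times in genes of high expression, a ratio of 1.39 between low and high. At or below the level of 3 counts it had 311 tested genes, against at most 89 in other libraries, and its array quality weight was 0.173. Low depth or RNA quality is consistent with the low genes but leaves the high ones unexplained, and without counts it cannot be told apart from other causes. More cells of 6 other types are argued against, since 0 of 6 lists of their markers were highest in it among the 6 unstimulated libraries of the arm. Fewer such cells cannot be told apart from low depth, since 3 lists were lowest in it, those of T cell (-0.94), NK cell (-2.24) and macrophage markers (4.11 log2 CPM), and low depth lowers scarce markers too. No biological explanation was tested.

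Cell-type markers did not pass the list test between the genotypes in either state, with adjusted p-values of 0.87 throughout 18 tests. The median differences of Tlr997 from Tlr9het without and with CpG were -0.10 and 0.39 for B cell, -0.31 and -0.41 for T cell, and 0.02 and -0.05 for macrophage markers. They were 0.84 and 0.34 for neutrophil, 1.08 and 0.93 for erythroid, and 0.16 and -0.52 for NK cell markers, and -0.23 and -0.09 for plasmacytoid dendritic cell, 0.0042 and 0.42 for marginal zone and -0.09 and -0.17 for age-associated B cell markers. The most abundant markers of other cell types were Beta-s, an older symbol of a beta-globin gene, at 9.12 log2 CPM, Lyz2 at 6.28, Mpo at 4.35, Il7r at 4.33 and Klrk1 at 1.38, against Ms4a1 at 9.96 among B cell markers.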
